A study of Homo sapiens with 7 samples.

How the data were processed

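RNA was measured in HUDEP-2 cells, an immortalised line of human erythroid progenitors derived from umbilical cord blood that can be driven to mature towards red blood cells. Per the labels, the cells were infected with lentivirus for CRISPR interference, in which a catalytically dead Cas9 fused to a repressor is brought by a guide RNA to a chosen stretch of DNA and lowers transcription there. They were then kept for 72 h in an erythroid differentiation medium with 3 IU/ml erythropoietin before RNA extraction. Libraries were made with Smart-seq2, a full-length cDNA protocol, and indexed with a Nextera kit. This chemistry does not mark strand and uses no molecular identifiers, so reads of a gene and of an antisense partner cannot be told apart, and PCR copies are counted as reads. There were 7 libraries: 3 with a non-targeting guide, 2 with guide 1 and 2 with guide 2. Guides 1 and 2 were directed at a regulatory region upstream of the erythroid isoform of TMCC2, per the labels.

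The authors deposited raw read counts per gene symbol in a single table of 32738 gene rows, with 1 column per library and no scaling, per the file header. STAR is named as the aligner program and GRCh37 (hg19) as the genome build, per the submitters' processing notes, with no STAR version. The counting program, the gene annotation, the strand setting and the treatment of reads that align to several places are not given in the sources used here. Genes with near-identical copies, such as HBG1 and HBG2, HBA1 and HBA2, or HSPA1A and HSPA1B, are therefore uncertain one by one. The counts are per gene, so isoforms of TMCC2 were not separated. Columns of the table were matched to samples by name. Library totals ran from 9780800 to 11350113 counts, and 13966 genes had 0 counts in each of the 7 libraries.

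Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10, which left 10212 genes. Libraries were scaled by TMM, and a quasi-likelihood model with the 3 groups as its only term was fitted to all 7 libraries, with 4 residual degrees of freedom. The shared spread corresponded to a biological coefficient of variation of 12.5%. The comparisons were the mean of both guides against non-targeting, each guide against non-targeting, and guide 2 against guide 1. Tests were two-sided quasi-likelihood F-tests, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Standard errors and 95% intervals of log2 fold changes came from the same fit. Levels are given as CPM, the count relative to the TMM-scaled library size, as mean ± SD; summed levels of marker lists are CPM of total counts, without TMM scaling. The labels do not say that the replicates were separate cultures, so p-values measure the spread between these samples, which may be technical.

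The groups, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. The rule named TMCC2 and its regional genes. In comparisons with fewer than 5 called genes, it named the 10 genes of smallest unadjusted p, whether or not they passed. Such genes needed a mean of at least 5 CPM in a group, compared groups that did not overlap, and a symbol other than that of a clone, pseudogene, small RNA or readthrough. It also named up to 4 members of each list by unadjusted p, with a mean of at least 5 CPM. Of the genes so taken, 2 are not reported here. There were 26 lists: 20 of pathways and regions and 6 of markers of other cell types. Lists with 3 or more tested members were tested with camera in edgeR and limma 3.58.1, with a preset correlation of 0.01 and again with an estimated correlation, and with fry. P-values were adjusted over all lists within a comparison. Older gene symbols were matched by hand for 3 list members.

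The scripts were tested on simulated data: counts were drawn for the 10212 genes with the real means, library sizes and spread, with 200 genes changed by known amounts. For both guides against non-targeting, 72% of genes changed by 1 on the log2 scale were recovered, and 42% of those changed by 0.5. For guide 1 these shares were 74% and 10%, for guide 2 they were 74% and 28%, and for guide 2 against guide 1 they were 56% and 14%. Unchanged genes made up 10 of 161, 5 of 133, 9 of 153 and 12 of 136 calls in the same order. The GC content correction was tested later, after its first use, with a GC trend put into 1 simulated non-targeting library of the 10212 genes. For both guides against non-targeting, it recovered 84% of genes changed by 1 and 38% of those changed by 0.5. The uncorrected fit recovered 58% and 6%. Calls of unchanged genes were more frequent with the correction, at 8 of 163 calls against 1 of 124 without it. The overlap of the guides was set beside 40 simulations of unchanged libraries that shared their controls. Transcript GC content and length were taken as medians over GENCODE v29 transcripts and matched to 91.9% of the tested genes by symbol. Gene order around TMCC2 came from the RefSeq table of GRCh38.p14. Because that build differs from the one of the counts, no coordinates are given.

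Alternatives were DESeq2 1.42.0, limma-voom, median-of-ratios factors, total counts without TMM, no filter on low counts, a filter at 5 CPM in 2 libraries, a robust prior, the replicate number as a block, removal of globin and mitochondrial genes, thinning to the smallest library, fits of only the libraries compared, and leaving out each library in turn. A correction for GC content, which used a smooth trend per library as an offset, was chosen after seeing the data, as were list tests without TMCC2 or without FOS and those with an estimated correlation where leaving out a library had gained a list call. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.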

Results

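The transcriptomes of 7 HUDEP-2 libraries were compared after 72 h of erythroid differentiation under CRISPR interference. The non-targeting group had 3 libraries and the groups with guide 1 and guide 2 had 2 each. Counts per library were 10639032, 11350113 and 9780800 in the non-targeting group, 10450746 and 10870809 with guide 1, and 10482019 and 10297535 with guide 2. The libraries had the profile of haemoglobin-producing cells: HBB, the adult beta-globin gene, took 17.1% to 20.1% of the counts, and the globin genes together took 23.0% to 26.9%. The guide sequences were GTCGTGCTGCAGGTGAAGTG for guide 1, CCATCCTTCAGAGTAAACAG for guide 2 and ATCGCGAGGACCCGTTCCGCC for the non-targeting guide. None of the 3 matched any of 206694 annotated transcripts exactly on either strand. Their genomic positions and possible off-target sites were not analysed here. TMCC2, which encodes a transmembrane and coiled-coil domain protein, lies on the plus strand of chromosome 1 and has 10 annotated transcripts with 8 distinct starts in GENCODE v29.

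The first question was whether the guides lowered the gene they were aimed at. TMCC2 fell with both guides to 27.0% of its non-targeting level. It stood at 870 ± 58.6 CPM (SD, n = 3) in the non-targeting libraries, at 224 ± 7.38 CPM (SD, n = 2) with guide 1 and at 245 ± 21.9 CPM (SD, n = 2) with guide 2. Its counts were 9425, 9316 and 8698 in the non-targeting libraries, 2327 and 2342 with guide 1, and 2454 and 2759 with guide 2. The log2 fold change was -1.89 for the mean of both guides (SE 0.09, 95% interval -2.09 to -1.70, adjusted p = 4.43e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.96 with guide 1 (SE 0.12, adjusted p = 8.58e-07) and -1.83 with guide 2 (SE 0.12, adjusted p = 1.98e-06). The difference between guides was 0.13 on the log2 scale (95% interval -0.13 to 0.39) and was not called (adjusted p = 0.983).

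**Figure D1:**
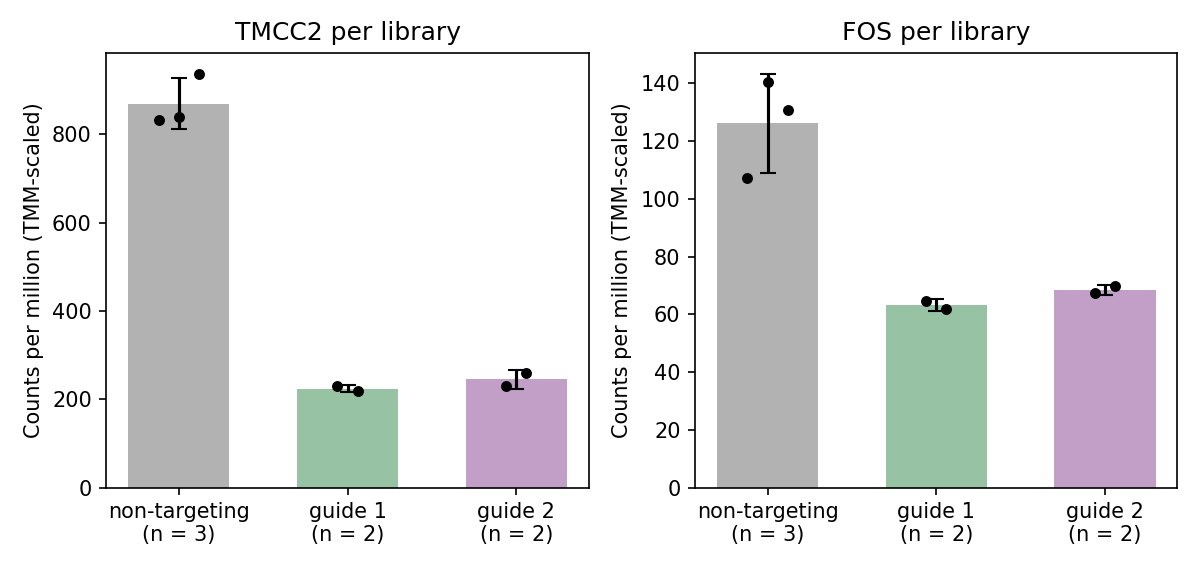
TMCC2 (left) and FOS (right) in TMM-scaled CPM; bars are group means, error bars are SDs, and points are the 3 non-targeting, 2 guide 1 and 2 guide 2 libraries. TMCC2 averages 870 CPM in the non-targeting group and 224 and 245 CPM with guides 1 and 2, and FOS averages 126, 63.3 and 68.5 CPM.

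Genes around TMCC2 on chromosome 1 were examined next, since a repressor placed at a regulatory region can act on several genes. Of 20 genes fixed as regional, 10 were abundant enough to test, and TMCC2 alone was called. DSTYK, the nearest protein-coding gene on the upstream side, stood at 34.8 ± 5.76 CPM (SD, n = 3) without and 38.2 ± 2.89 CPM (SD, n = 4) with a guide, a log2 difference of 0.13 (SE 0.13). RBBP5, which encodes a subunit of histone H3 lysine 4 methyltransferase complexes, differed by -0.11 (SE 0.13), and KLHDC8A by -0.04 (SE 0.13). TMEM81 differed by 0.80 (SE 0.32, unadjusted p = 0.0231 by the edgeR test) from a level of 1.09 CPM, and did not pass adjustment. MDM4, an inhibitor of p53, differed by 0.03, LRRN2 by 0.25, ELK4 by -0.15, NUCKS1 by -0.19 and SLC41A1 by 0.01. NUAK2, the nearest gene on the other side, had at most 9 counts in a library and was not detectable as changed at this depth. As a list the regional genes were lower by camera (adjusted p = 0.00012; adjusted p = 0.128 with an estimated correlation). Without TMCC2, a test chosen after seeing the data, the direction turned to higher and the list was not called (adjusted p = 0.484). The list call was also lost without guide 1 replicate 1 (adjusted p = 0.0543, in a range of 1.42e-06 to 0.484 over its alternatives). In the TMCC family, TMCC1 was tested and not called, and TMCC3 had at most 3 counts in a library.

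Across the transcriptome, both guides together lowered 2 of 10212 tested genes, TMCC2 and FOS, and raised 0. FOS, which encodes a subunit of the AP-1 transcription factor, fell from 126 ± 17.2 CPM (SD, n = 3) to 65.9 ± 3.37 CPM (SD, n = 4), a log2 fold change of -0.94 (SE 0.11, adjusted p = 0.00241, edgeR quasi-likelihood test). An unadjusted p under 0.05 was reached by 428 genes, or 4.19% of those tested. The other genes that the naming rule took did not pass adjustment. Among them were JUNB (-0.54, SE 0.11), EGR1 (-0.51, SE 0.11) and IER2 (-0.50, SE 0.12), which like FOS are transcribed within minutes of a stimulus. The rest were KLC3, a kinesin light chain (-1.24, SE 0.26), TSC22D2 (-0.50, SE 0.13), the kinetochore gene CENPH (-0.96, SE 0.26), ASS1, an enzyme of arginine synthesis (0.65, SE 0.18), and MUTYH, a DNA repair glycosylase (0.80, SE 0.22). The FOS call was lost without guide 1 replicate 2 and with a replicate block, with adjusted p of 0.0554 and 0.0918 in a range of 6.42e-13 to 0.0918 over its alternatives. Non-targeting replicate 1 stood apart from the other libraries, and without it 53 genes were called, 11 higher and 42 lower.

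**Figure D2:**
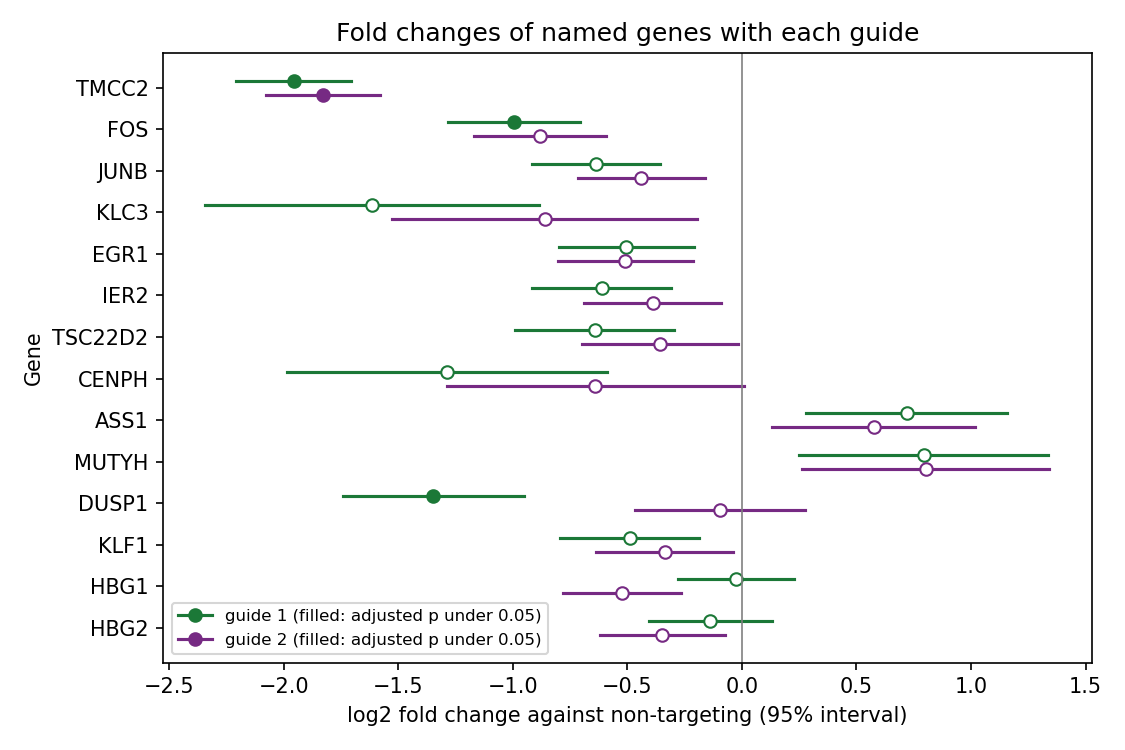
Log2 fold changes of named genes against non-targeting (horizontal axis) with guide 1 and guide 2. The 95% intervals are from the edgeR fit, and filled points passed an adjusted p under 0.05. TMCC2 lies at -1.96 and -1.83 and FOS at -0.995 and -0.88, while DUSP1 lies at -1.35 with guide 1 and -0.10 with guide 2.

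The gene lists fixed beforehand were then compared. Of 12 tested immediate early genes, 11 had negative fold changes with both guides, with a median of -0.34. FOS was the member called over all genes, and 5 members were called lower when adjusted over the list alone. The list was lower by camera (adjusted p = 3.38e-13; adjusted p = 0.128 with an estimated correlation). DUSP1, a phosphatase that switches off MAP kinases, differed by -0.72 (SE 0.14) in the mean of both guides and was not called there. Genes of the G2 and mitosis list were lower as a list (adjusted p = 6.55e-06; adjusted p = 0.353 with an estimated correlation), with 19 of 20 members negative, a median of -0.22 and 0 called. Members nearest to the threshold were CCNB2 (-0.39), BUB1 (-0.37), CDK1 (-0.36) and CCNB1 (-0.23). The G1 and S list was also lower (adjusted p = 0.033; adjusted p = 0.381 with an estimated correlation), with 14 of 20 members negative. That call was lost without non-targeting replicate 2 or 3, guide 1 replicate 2 or guide 2 replicate 2, in a range of adjusted p of 0.00874 to 0.474 over its alternatives. Its examples were TYMS (-0.50), SLBP (-0.38), RRM2 (-0.31) and MCM4 (-0.30). Genes of the ATF4 and unfolded protein response list were higher (adjusted p = 1.63e-05; adjusted p = 0.142 with an estimated correlation), with 16 of 19 members positive and 0 called. Among them were PHGDH (0.50), the CHOP gene DDIT3 (0.37), the chaperone gene HSPA5 (0.27) and CHAC1 (0.25). None of these list calls held with an estimated correlation.

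Genes of red cell production did not pass as lists in this comparison. The globin list, of 10 globin genes and the alpha-globin chaperone gene AHSP, had a median of -0.07 (adjusted p = 0.197), and the fetal globin genes HBG1 (-0.27, SE 0.10) and HBG2 (-0.24, SE 0.10) and the embryonic genes HBE1 (-0.31) and HBZ (-0.23) were not called. Counts of near-identical HBG1 and HBG2 may be split uncertainly. Haem synthesis had a median of -0.01 (adjusted p = 0.962), with SLC25A37 at 0.13, CPOX at -0.20, ABCB10 at -0.14 and TMEM14C at -0.10. Iron uptake and storage had a median of -0.01 (adjusted p = 0.87), a negative value where its mean was slightly positive, with HMOX1 at 0.43, NCOA4 at -0.13, IREB2 at -0.13 and the transferrin receptor gene TFRC at -0.09. Red cell membrane and cytoskeleton genes had a median of -0.04 (adjusted p = 0.581), with XK at -0.36 and RHD at -0.14. Erythroid transcription factors had a median of -0.06 (adjusted p = 0.0822). KLF1, an activator of adult globin transcription, stood at 620 ± 116 CPM (SD, n = 3) without and 466 ± 39.3 CPM (SD, n = 4) with a guide, at -0.41 (SE 0.12), and was not called, nor were KLF3 (-0.26), MXI1 (-0.30) or TRIM58 (-0.25). Without non-targeting replicate 1, the globin list was called lower (adjusted p = 1.22e-12, in a range of 1.22e-12 to 0.917 over its alternatives), as were red cell membrane genes and erythroid transcription factors; with an estimated correlation the adjusted p there was 0.273, 0.186 and 0.494 for these 3 lists. The transcription factor list was also called without non-targeting replicate 2 (adjusted p = 0.0335; adjusted p = 0.33 with an estimated correlation).

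The remaining lists were not called for both guides with all 7 libraries. The heat shock list was called lower without non-targeting replicate 1 (adjusted p = 0.0412; adjusted p = 0.315 with an estimated correlation). The glycolysis list was called higher without non-targeting replicate 3 (adjusted p = 0.0166; adjusted p = 0.638 with an estimated correlation) or guide 2 replicate 2 (adjusted p = 0.0459; adjusted p = 0.556 with an estimated correlation). Adjusted p by camera was 0.87 for mitophagy and organelle clearance, 0.772 for progenitor genes, 0.763 for p53 targets, 0.664 for interferon response, 0.148 for heat shock, 0.466 for cholesterol synthesis, 0.0871 for glycolysis and hypoxia, 0.724 for mitochondrially encoded genes, and 0.664 for endosome, ER and vesicle traffic. Examples without a call were MYC (-0.33), CDK6 (-0.27), the erythropoietin receptor gene EPOR (-0.18), LMO4 (0.27), TP53INP1 (-0.37), IFIH1 (-0.51), HSPH1 (-0.31), INSIG1 (-0.32), LSS (0.23), VEGFA (0.57), ULK1 (0.17), BNIP3L (-0.12), MT-ND3 (-0.29) and VPS35 (-0.13). Markers of white blood cells were scarce. Summed neutrophil and monocyte markers stood at 2.63 CPM in the non-targeting group and at 2.76 and 2.84 CPM with guides 1 and 2 (total counts, no TMM), and lymphocyte markers at 1.12, 0.85 and 0.865 CPM. Megakaryocyte and platelet markers were more abundant, at 198, 209 and 190 CPM in the same order. Of these, 2 were tested, ITGA2B and TUBB1, and not called. Of the fibroblast, stroma and endothelium markers 2 were tested. The 3 tested mast cell and basophil markers (adjusted p = 0.466) and the 3 tested packaging line markers (adjusted p = 0.664) were not called. CA2, in the latter list, is a carbonic anhydrase gene that red cells also express, and stood at 2590 ± 105 CPM (SD, n = 3) in the non-targeting libraries.

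With guide 1 alone, 3 genes fell and 0 rose: TMCC2, FOS and DUSP1. FOS fell to 63.3 ± 2.03 CPM (SD, n = 2), a log2 fold change of -0.995 (SE 0.13, adjusted p = 0.0111, edgeR). DUSP1 fell from 136 ± 34.6 CPM (SD, n = 3) to 53.5 ± 7.35 CPM (SD, n = 2), a log2 fold change of -1.35 (SE 0.18, adjusted p = 0.0111, edgeR). Genes named by the rule that did not pass were PNMA1 (-0.83), JUNB (-0.64), the lysosomal glycoprotein gene CREG1 (-0.75), KLC3 (-1.61), IER2 (-0.61), the kinetochore gene NDC80 (-0.78) and the haem oxygenase gene HMOX1 (0.63). The immediate early list was lower (adjusted p = 1.81e-11; adjusted p = 0.123 with an estimated correlation) and the ATF4 and unfolded protein response list higher (adjusted p = 9.24e-06; adjusted p = 0.123 with an estimated correlation), with 4 members of the latter higher when adjusted over the list alone. G2 and mitosis genes were lower (adjusted p = 0.000872; adjusted p = 0.478 with an estimated correlation), and glycolysis and hypoxia genes higher (adjusted p = 0.0181; adjusted p = 0.478 with an estimated correlation). The glycolysis call was lost without non-targeting replicate 1 or guide 1 replicate 1. The count was 59 without non-targeting replicate 1, and 1 (TMCC2) without either guide 1 library. The FOS call was also lost without non-targeting replicate 3 and with a replicate block, and that of DUSP1 with total counts in place of TMM.

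With guide 2 alone, TMCC2 was the 1 gene called, and 281 genes had an unadjusted p under 0.05. FOS stood at 68.5 ± 1.65 CPM (SD, n = 2), at -0.88 (SE 0.13), and missed the threshold (adjusted p = 0.0567, edgeR). HBG1 stood at 1174 ± 30.8 CPM (SD, n = 2) against 1688 ± 246 CPM (SD, n = 3), at -0.52 (SE 0.12), and did not pass. The other named genes, none of them called, were SUN2 (0.73), RBM6 (0.56), EGR1 (-0.51), MIAT (0.84), PIGL (0.74), PAPD5 (-0.96) and PARD3 (0.77). The globin list was lower, with 9 of 11 members negative (adjusted p = 0.000152; adjusted p = 0.484 with an estimated correlation), as were immediate early genes (adjusted p = 8.07e-07; adjusted p = 0.398 with an estimated correlation) and interferon response genes (adjusted p = 0.0283; adjusted p = 0.444 with an estimated correlation). G2 and mitosis genes (adjusted p = 1.69e-05) and G1 and S genes (adjusted p = 0.0284) were lower and ATF4 and unfolded protein response genes higher (adjusted p = 0.0149), each with adjusted p = 0.398 with an estimated correlation. The globin call was lost without non-targeting replicate 3, the interferon call without non-targeting replicate 2 or guide 2 replicate 2, the G2 and mitosis call without guide 2 replicate 2, and the ATF4 call without guide 2 replicate 1. The G1 and S call was lost without non-targeting replicate 1 or 2 or either guide 2 library. Without non-targeting replicate 1 the count was 128, with 38 higher and 90 lower. The remaining controls deviated from the other libraries with a Spearman rho on GC content of 0.42 and 0.31. For the guide 2 libraries this rho was 0.08 and -0.31, so GC content may contribute to the 128. With GC correction of all 7 libraries the count for guide 2 was 4.

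Compared directly, guide 2 and guide 1 differed at 0 genes by edgeR, with 292 genes at an unadjusted p under 0.05, and DESeq2 called 2. The largest evidence was at DUSP1, which was 1.25 higher on the log2 scale with guide 2 (SE 0.20, adjusted p = 0.156), at 127 ± 13.8 CPM (SD, n = 2). That difference was called by DESeq2, without a filter on low counts, with a replicate block, without non-targeting replicate 1 or 2 and with GC content correction (adjusted p of 7.23e-12 to 0.99986 over its alternatives), and when adjusted over the immediate early list alone (adjusted p = 0.000183). DUSP1 was followed by PNMA1 (0.75), ZC3H7A (0.80), BTNL9 (1.21), SNHG9 (-1.13), HBG1 (-0.50), the ferritin heavy chain gene FTH1 (-0.48), WDR5 (0.83), ZFAND5 (0.61) and CLCF1 (-0.97), none of them called. Without non-targeting replicate 1, which enters this comparison through the filter, the scaling and the shared estimate of spread, 32 genes were called, and without non-targeting replicate 2 the count was 1. The guides shared 1 called lower gene, TMCC2, against 0.000294 from independent lists of these sizes and a mean of 0 in simulated unchanged libraries. They shared 0 called higher genes, against a simulated mean of 0.025. The guides' fold changes correlated across genes at 0.443, against a simulated mean of 0.395 (SD 0.00989) from the shared controls alone. The covariance was 0.0356 against a simulated 0.0303 (SD 0.001). Genes are not independent replicates. The 3 controls were not split between the guides, so part of these 2 values may come from the shared controls. Non-targeting replicate 1 enters the fold changes of both guides, and these simulations did not carry its GC trend. The simulated values may therefore be too low, and no shared effect of the guides is concluded from the correlation or the covariance. The share of genes with the same sign showed no excess, at 62.9% against a simulated 63.1%. At an unadjusted p under 0.05 the simulated lists differed in length from the real ones, so the overlaps of those lists were not compared. For guide 2 the simulated lists were longer, with 249 against 162 higher genes and 262 against 119 lower genes. For guide 1 the simulated list of higher genes was longer, 253 against 201. The simulated list of lower genes was shorter there, 259 against 287.

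**Figure D3:**
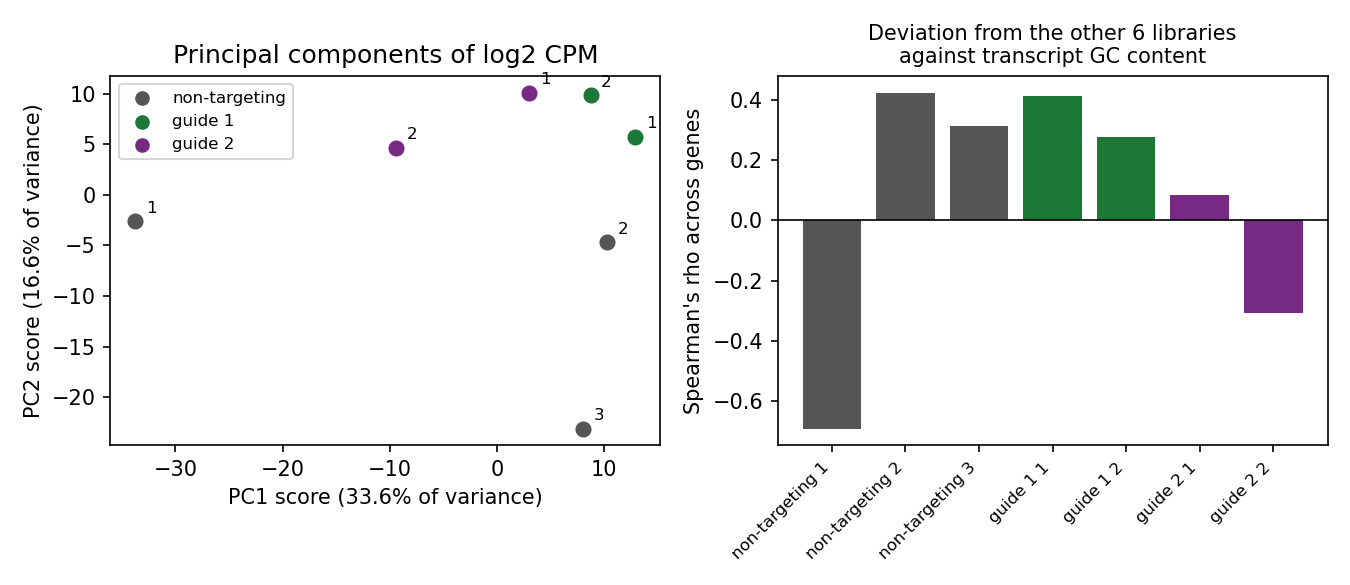
Left, the first principal components of log2 CPM over tested genes, which hold 33.6% and 16.6% of the variance, with replicate numbers beside the points; right, Spearman's rho across genes between each library's deviation from the other 6 and transcript GC content. Non-targeting replicate 1 lies at -33.7 on the first component and at a rho of -0.69, and guide 2 replicate 2 has the next lowest rho, -0.31.

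The library that moved these counts was measured further. Non-targeting replicate 1 lay at -33.7 on the first principal component, against 10.3 and 8.09 for the other non-targeting libraries. Its HBB share was 17.1%, against 19.3% and 19.6%. Against its group mates, 231 genes were more than 2-fold higher and 100 more than 2-fold lower in it, with median transcript GC contents of 40.6% and 59.4%. Its TMCC2 level, 832 CPM, lay with the non-targeting libraries.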

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

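The tests on non-targeting replicate 1, on GC content, on an off-target effect and on the summed HBG1 and HBG2 counts, and the splits with GC correction or without TMCC2, were chosen after the data were seen. The splits of the libraries as counted and the comparison of handling were set out beforehand.

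The globin list, of 10 globin genes and the chaperone gene AHSP, differed between the guides: all 11 members had lower values with guide 2 than with guide 1, and camera gave an adjusted p of 8.67e-05 for the difference itself. The estimated correlation gave an adjusted p of 0.659, and no single member was called over all genes. HBG1 passed when adjusted over the list alone (adjusted p = 0.0192), and without non-targeting replicate 1 HBG1 and HBM were called lower with guide 2 than with guide 1. Interferon response genes differed likewise, lower with guide 2 for 10 of 12 members (adjusted p = 0.00666; adjusted p = 0.659 with an estimated correlation). That call was lost without guide 1 replicate 1 (adjusted p = 0.454, in a range of 9.2e-07 to 0.807 over its alternatives).

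The fetal globin part of this pattern was weighed. If reads had only moved between the near-identical genes HBG1 and HBG2, their sum should have stayed level. The summed counts differed by -0.36 on the log2 scale with guide 2 against non-targeting, with a 95% interval that ended at -0.10. Taken as a single test, this argues against read movement alone. The sum was not called over all genes (unadjusted p = 0.0112, adjusted p = 0.999, edgeR), so its fall is not established. A GC trend was argued against as well, since HBG1 kept a log2 fold change of -0.53 after GC correction (adjusted p = 0.035, in a range of 2.69e-05 to 0.99994 over its alternatives). Between the guides the summed counts differed by -0.23, with an interval of -0.52 to 0.05, so the difference for the sum remained open. A lower fetal globin output with guide 2 may be biological or may lie with these 2 libraries, and no test separated these.

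Non-targeting replicate 1 stood apart from its group. A mislabelled guide library is argued against by its TMCC2 level of 832 CPM, where the highest guide library had 260 CPM. Transcript length took up 2.52% of the variance of its deviation from the other non-targeting libraries. A smooth trend on GC content took up 45.3%, with a Spearman rho of -0.70 across genes, so a GC bias in library preparation is a candidate explanation for that part. The rest of its deviation stays open, and no biological explanation was tested because the labels set it in the same group as replicates 2 and 3.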

How the results depend on the processing

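TMCC2 kept its direction and its call under each of 19 alternatives for both guides (-1.94 to -1.84), for guide 1 (-2.06 to -1.90) and for guide 2 (-1.92 to -1.74), and the guides' difference in it stayed uncalled under 18 (0.04 to 0.24). Counts of called genes moved more. For both guides, 2 became 4 with DESeq2, 8 without a filter on low counts and 11 with GC content correction; for guide 1, 3 became 6, 19 and 24; for guide 2, 1 became 3, 4 and 4; and for guide 2 against guide 1, 0 became 2, 2 and 2. Leaving out each library in turn gave 1 to 53 calls for both guides, 1 to 59 for guide 1, 1 to 128 for guide 2 and 0 to 32 for the guides against each other; each highest value was without non-targeting replicate 1. A lone remaining library of a guide was then assumed to vary like the other groups. The GC content correction was chosen after seeing the data. The cause was not tested, except that removing the filter raised the number of genes tested and that leaving out non-targeting replicate 1 lowered the spread.

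Same-numbered libraries of different groups had deviations from their group means that correlated across genes at -0.19 to 0.03, which gave no sign of pairing. The 2 libraries of a guide mirror each other in these deviations (correlation of -1), so a shared day or batch could not be excluded. With the number as a replicate block, the counts were 1 for both guides, 2 for guide 1, 1 for guide 2 and 1 for guide 2 against guide 1, and TMCC2 stayed called in each comparison with non-targeting, at -1.84, -1.90 and -1.77.

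Leaving TMCC2 out turned the direction of the regional list, with adjusted p of 0.484 for both guides, 0.873 for guide 1 and 0.206 for guide 2, because that gene carried the list. Among 2296 values of other named genes, 2180 kept their direction and side of the threshold, 69 passed where they had not, 9 no longer passed, 38 changed sign without a call and 0 reversed a called direction. Among 462 list tests, 348 kept both, 80 were lost, 8 were gained, 23 changed sign without a call and 3 reversed, those of the regional list. For each guide alone and for guide 2 against guide 1, only lists already called were included. A gain could therefore be counted only for both guides, and gains and losses are not comparable. The test fry asks whether a list changed at all, while camera compares it with the other genes, so their p-values answer different questions. With both guides, fry gave adjusted p of 0.0504 for immediate early genes, 0.0402 for the ATF4 list and 0.189 for G2 and mitosis. Depth limited genes such as NUAK2, with at most 9 counts.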

Other observations

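Leaving out non-targeting replicate 1 added members of the fixed lists to the calls for both guides. The values of this paragraph rest on 2 non-targeting libraries and 4 guide libraries, and were looked at after the count had been seen to change. The 53 genes called for both guides included 5 immediate early genes, all lower: FOS (-1.04), DUSP1 (-0.79), JUNB (-0.59), IER2 (-0.58) and EGR1 (-0.47). They also included 4 globin genes, all lower: HBE1 (-0.51), HBG2 (-0.36), HBG1 (-0.31) and HBM. KLF1 was lower at -0.54, from 669 ± 85.6 CPM (SD, n = 2) to 461 ± 39.2 CPM (SD, n = 4). Among the higher genes were the nuclear RNA NEAT1 (0.54), PRNP (0.53), TGIF1 (0.37), OGT (0.31), the fatty acid desaturase gene SCD (0.30) and HSPA5 (0.23). With GC correction of all 7 libraries these genes stayed positive for both guides, but none was called (adjusted p of 0.146 to 0.648). MALAT1 was higher at 0.31 in these libraries, at -0.29 with all 7 and at -0.11 with GC correction. Its direction hung on non-targeting replicate 1. With guide 1 alone, HSPA5 (0.34) and DDIT3 (0.43) were called higher in these libraries.

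GC correction of all 7 libraries, chosen after seeing the data, gave 11 called genes for both guides. Of these, 10 were also among the 53, all in the same direction. They included TMCC2, FOS (-0.97), DUSP1, JUNB (-0.57), IER2 (-0.54), EGR1 (-0.55), KLF1 (-0.43), KLC3 (-1.25) and PNMA1, and TSC22D2 (-0.45) was called with GC correction alone. The biological coefficient of variation was 12.5% with all 7 libraries as counted, 8.06% with GC correction and 6.06% without non-targeting replicate 1. Globin genes were not among the 11.

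Lower immediate early genes with both guides were weighed further. Non-targeting replicate 1 as the cause is argued against for the mean of both guides. There the median fold change of the 11 members tested in both fits was -0.47 without that library and -0.50 with it. Without that library the median was -0.47 with guide 1 and smaller in size, -0.17, with guide 2. GC content is argued against as well, with a median of -0.38 after correction and -0.34 before, over 12 members. An off-target effect of a single guide on FOS is argued against by its change of -0.88 with the guide of smaller change, whose 95% interval ended at -0.59, while an effect of guide 1 alone on DUSP1 stays open. DUSP1 was called with guide 1, and the guides' difference in it was not called with all 7 libraries as counted (adjusted p = 0.156) but was called with GC correction (adjusted p = 0.000705) and without non-targeting replicate 1 (adjusted p = 1.02e-07). Handling of the cells before lysis, to which these genes respond, could not be excluded: the lowest non-targeting library exceeded the highest guide library by only 0.0961 in mean log2 CPM of the list, with an SD of 0.125 among non-targeting libraries, and the labels do not say which libraries were handled together. A response to lower TMCC2, or to the guides themselves, may also be the source and was not tested.

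The count for both guides was compared with other splits of the 7 libraries into 4 and 3, in a fit of 2 groups. Among 35 splits, 1, the real one, gave as many as its 2 genes, and the highest of the others gave 1, so chance can be excluded for that count. One of the 2 is TMCC2, the gene aimed at. Counting the genes other than TMCC2, a test chosen after the result was seen, the real split gave 1, FOS, the highest of the others also gave 1, and 2 of the 35 splits gave as many, so chance was not excluded for calls beyond TMCC2. With GC correction the real split gave 3 genes, and 2 of the 35 splits gave as many. The highest of the others gave 21, so chance was not excluded there. That split differs from the real one only in guide 2 replicate 2, which it sets with the non-targeting libraries, and TMCC2 is among its calls, so it carries much of the real grouping. Its higher count points to a structure of the samples. Without GC correction, guide 2 replicate 2 lay nearest to non-targeting replicate 1 on the first principal component (-9.4 against -33.7). It was also nearest in rho with GC content (-0.31 against -0.69). The same split gave 0 genes without GC correction, so these values do not settle the source of the count.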
